A study of Mus musculus with 13 samples. Its data were reported in "The putative RNA helicase DDX1 associates with the nuclear RNA exosome and modulates RNA/DNA hybrids (R-loops)" (2024).

How the data were processed

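The authors sequenced DNA pulled down as hybrids with RNA (DRIP-seq) from N2a cells, a mouse neuroblastoma line, after transfection with scramble siRNA or siRNA against DDX1 or EXOSC3. Genomic DNA was cut with 5 restriction enzymes (BsrGI, EcoRI, HindIII, SspI and XbaI), and hybrids of RNA and DNA were pulled down with the S9.6 antibody. DNA digested with RNase H, which removes the RNA of such hybrids, was pulled down in the same way as a negative control. Per the study's methods, the eluted DNA was treated with RNase H and sonicated before library preparation, reads were aligned to the mouse genome build mm9 with Bowtie2, and peaks were called for each library separately with MACS2 against an input library. The authors then recounted reads in merged peaks and tested them with DESeq2. The read counts were not used here, so that test could not be repeated, and calls of peaks per merged region replaced it. A peak call has only 2 states. A change of signal within a region that is called in every library does not appear in such a comparison.

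Peak lists of 12 libraries were analysed: 3 libraries for each of siScramble, siDDX1 and siEXOSC3, and 1 RNase H-digested library for each of the 3 groups. The 1 input sample was not analysed here. For each peak, the deposited lists give the position, a display score, the fold enrichment over the local background as a linear ratio, and the −log10 of the p-value and of the q-value, all as the authors' peak caller wrote them. The fold enrichment and the −log10 q-value belong to the authors and were used to describe, rank or filter peaks within 1 list. The fold enrichment and the −log10 p-value also served to recover a relative sequencing depth, which was compared between libraries. The score was not used. The lowest −log10 q in each list lay just above 2, so a planned threshold of 2 removed no peak.

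Groups were taken from the sample titles, with which the genotype field of the labels goes. In 12 of 12 lists the treatment written in the peak names differed from the title, always in the same rotation. Lists titled siScramble hold peaks named siDDX1, lists titled siDDX1 hold peaks named siEXOSC3, and lists titled siEXOSC3 hold peaks named siScramble. Replicate numbers and RNase H status were the same in both. The names of the deposited files carry the same treatment as the peak names. Title and genotype thus stand on 1 side and file names and peak names on the other, and nothing used here settles which is right. Libraries are therefore called "labelled siDDX1" and so on, by title. If the peak names are right, siDDX1 against siScramble by title compares siEXOSC3 with siDDX1, siEXOSC3 against siScramble compares siScramble with siDDX1, and siEXOSC3 against siDDX1 compares siScramble with siEXOSC3. Tests across the 3 groups, tests within against between groups and tests of RNase H keep their values under any such rotation.

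Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Peaks of 1 library that overlapped or touched were joined, which changed no list. Overlap between libraries was the Jaccard index, the bases covered in both libraries divided by the bases covered in either. Peaks of the 9 untreated libraries were merged into regions, and a region was called in a library when at least 1 base of it overlapped a peak there. All-or-none regions were called in 3 of 3 libraries of 1 group and in none of the other. Regions lost in both knockdowns were called in at least 2 of 3 siScramble libraries and in no knockdown library. Regions gained in both were called in no siScramble library and in at least 2 of 3 libraries of each knockdown. For 1 knockdown alone, lost or gained meant called in at least 2 of 3 libraries of 1 side and in none of the other.

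Comparisons of libraries were made with exact permutation tests. The relation across chromosomes was tested with 100000 random permutations, regions of 1 group against both others with 100 drawn splits, and overlap between RNase H libraries against 100 random placements. The RNase H effect was tested two-sided on log2 values, with the RNase H label moved over the libraries within each group (64 assignments). Group differences in peak number, covered length and overlap with RNase H peaks were tested with the F statistic over the 280 ways to split 9 libraries into 3 groups of 3, and pairs of groups were tested two-sided over 20 assignments, where the smallest possible p is 0.1. The smallest p over the 280 splits is 0.00357. Overlap within against between groups was tested one-sided over the same 280 splits. Regions lost in both knockdowns were tested one-sided over the 84 choices of the control libraries, and regions gained in both over 840 ways to deal out the libraries, where the smallest possible p are 0.0119 and 0.00119. p-values were adjusted by the Benjamini-Hochberg method within families of 5 tests of RNase H, 6 tests across groups, 6 tests of pairs and 5 genes. The region code was tested on simulated peak lists of 17992 regions for siEXOSC3 against siDDX1, and 100% of 200 planted all-or-none regions were recovered.

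Sequencing depth was not read from a file. MACS2 writes fold enrichment as the tag pileup plus 1 over the expected background plus 1, and the p-value as a Poisson tail of the same numbers. For peaks with −log10 p below 12, the whole pileup that gives both values was searched, which returned the background of each peak. At least 99.9608% of these peaks were solved in each library. In a simulation, the background of 100% of 2030 peaks was recovered within 1%. The lowest background of a library was taken as its genome background, divided by the shortest peak of that library as a stand-in for the fragment length, and expressed relative to the mean of the 9 untreated libraries. This is a relative measure and not a read number, so no counting interval is given for any share.

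Peak positions were compared with the mm9 sequence (NCBIM37) and its GENCODE annotation, and no peak ended beyond its chromosome. A peak was assigned by its midpoint to within 1 kb of a transcription start, then to an exon, an intron or intergenic sequence. Cut positions of the 5 enzymes were located in the sequence, and peak edges were compared with them and with positions shifted by 300 bases.

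The regions named in the report follow a rule fixed before the data were examined. For each pair of groups and each direction, these are the 2 all-or-none regions outside the RNase H peaks of both groups with the highest lowest rank by −log10 q within the 3 libraries. The genes shown by the study (Ints6, Celf4 and Bambi) and the targets of the knockdowns (Ddx1 and Exosc3) were fixed then too. The alternatives fixed at that time were a −log10 q of at least 2 or, for some results, 5, an equal number of peaks per untreated library (those with the highest −log10 q), only chromosomes 1 to 19 and X, removal of peaks that overlap RNase H peaks, joining of peaks up to 1000 bases apart, an overlap of at least 50%, the replicate number as a block, and omission of each replicate. Chosen after seeing the data were the −log10 q of at least 5 for the remaining results, restriction fragments with at least 100 covered bases in place of peaks, the counts of regions called in both other groups and not in siDDX1 or siEXOSC3, the test on covered length of each gene and its repeat under the alternatives, and the analyses of depth, annotation, GC content, fragment ends and chromosomes.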

Results

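R-loops, in which an RNA strand pairs with 1 strand of the DNA duplex and displaces the other, were mapped by DRIP-seq in N2a mouse neuroblastoma cells depleted of DDX1 or EXOSC3 by siRNA. DDX1 is a putative RNA helicase, and EXOSC3 is a subunit of the RNA exosome, a ribonuclease complex. The design asks which R-loop regions change upon either depletion and whether the same regions change in both. Peak lists of 9 untreated libraries (siScramble, siDDX1 and siEXOSC3, 3 each) and of 3 RNase H-digested libraries (1 per group) were compared. The sample titles and the peak names inside the lists gave different treatments in 12 of 12 lists, so the groups below are those of the titles and each direction between groups depends on that choice.

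Libraries labelled siScramble held 34521 ± 9504 peaks (SD, n = 3), those labelled siDDX1 held 31547 ± 8053 (SD, n = 3) and those labelled siEXOSC3 held 33481 ± 8022 (SD, n = 3). These peaks covered 35.5 ± 10.9 Mb, 31.8 ± 12.1 Mb and 32.8 ± 6.05 Mb of the genome (SD, n = 3 each). Single untreated libraries held from 23882 to 42571 peaks. The relative sequencing depth, recovered from the background of the peaks, lay between 0.799 and 1.85 times the mean of the untreated libraries, and between 1.69 and 2.41 times in the RNase H libraries. Peak number did not follow depth across the 9 untreated libraries (Pearson r 0.304, exact permutation p = 0.572, and Spearman rho −0.05, exact permutation p = 0.912). Without the 2 libraries farthest from the median depth, r was 0.257 (exact permutation p = 0.570, n = 7). Apart from siDDX1 replicate 1 (1.85, with 40136 peaks), every untreated library lay at a relative depth of 1.03 or below. Over so narrow a range these correlations could hardly detect a relation, so they do not show that peak number is independent of depth.

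RNase H digestion served to show how much of the signal depends on hybrids. The RNase H libraries labelled siScramble, siDDX1 and siEXOSC3 held 8034, 3918 and 3811 peaks, with no replicates. The untreated libraries of the same groups held 4.18, 7.88 and 8.63 times as many peaks on the geometric mean. Averaged over the groups, RNase H lowered peak number by a log2 value of −2.72 and covered length by −3.61 (two-sided exact permutation p = 0.015625 and adjusted p = 0.015625 for both, the smallest that 64 assignments can give). The alternative that moved peak number most was the joining of peaks up to 1000 bases apart, with a log2 value of −2.26. Few peaks of the untreated libraries overlapped a peak of their own RNase H library: 2.30% ± 0.44 in siScramble, 1.63% ± 0.27 in siDDX1 and 1.87% ± 0.46 in siEXOSC3 (SD, n = 3 each). These shares did not differ between the groups beyond the replicate spread (exact permutation p = 0.207, adjusted p = 0.595). Each group's shares rest on 1 RNase H library, and that labelled siScramble held the most peaks. The replicate spread leaves out the variation of RNase H libraries, so this test cannot tell whether the groups differ.

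**Figure D1:**
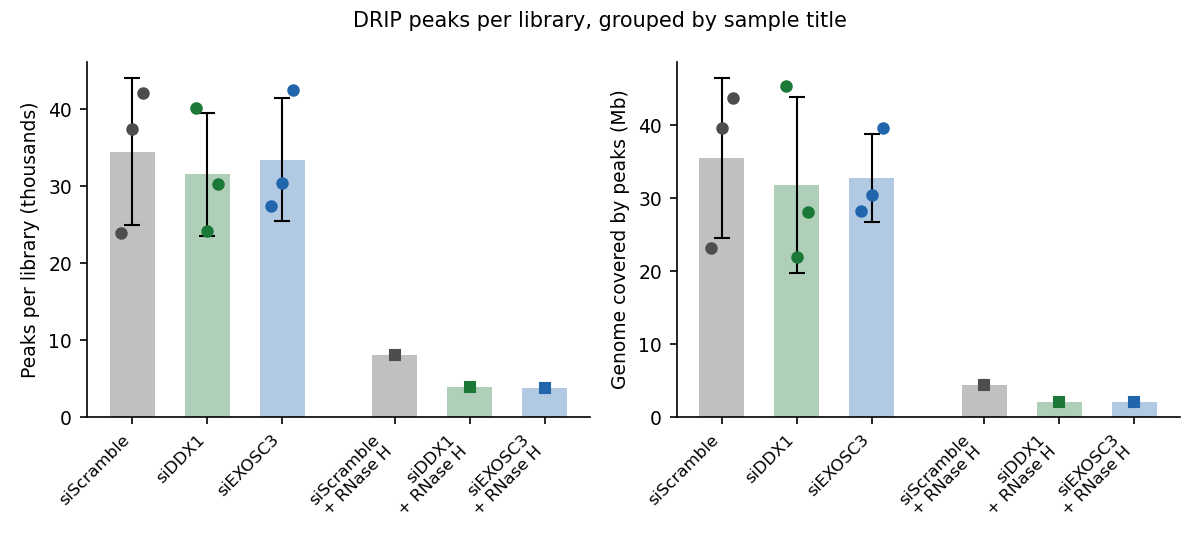
Peaks per library in units of 1000 (left) and genome covered by peaks in Mb (right), by sample title. Bars with error bars are means ± SD of 3 untreated libraries shown as circles, bars with squares are single RNase H libraries, and the untreated groups overlap while the 3 RNase H libraries, with 3811 to 8034 peaks, lie below every untreated library.

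Peaks of the untreated libraries lay near genes. By midpoint, 24.0% ± 2.25 fell within 1 kb of an annotated transcription start, 12.9% ± 0.60 in exons, 50.6% ± 3.06 in introns and 12.5% ± 0.74 in intergenic sequence (SD, n = 9), against 4.00%, 2.33%, 34.6% and 59.1% of the bases of the genome. In the RNase H libraries 6.50% ± 0.85 of peaks lay near a transcription start and 54.6% ± 1.84 were intergenic (SD, n = 3). The share near a transcription start was lower by −17.5 percentage points and the intergenic share was higher by 42.1 percentage points than in untreated libraries of the same group (two-sided exact permutation p = 0.015625 and adjusted p = 0.015625 for both). Mean GC content was 49.2% ± 0.66 in untreated peaks (SD, n = 9) and 43.9% ± 0.34 in RNase H peaks (SD, n = 3), against 41.8% in the genome. That difference of −5.30 points also had an exact permutation p = 0.015625 (adjusted p = 0.015625).

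Peak edges carried the mark of the restriction digest. In untreated libraries 31.5% ± 2.23 of left edges and 31.6% ± 2.19 of right edges lay on the exact cut position of 1 of the 5 enzymes (SD, n = 9), against 0.0986% of left edges shifted by 300 bases. At least 1 edge lay on a cut in 56.0% ± 3.81 of untreated peaks and in 62.0% ± 4.60 of RNase H peaks (SD, n = 9 and n = 3). The position of such an edge marks the end of a DNA fragment and not the end of a hybrid.

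The total amount of peaks did not separate the groups. Peak number across the 3 groups gave an exact permutation p = 0.936 (adjusted p = 0.936), and covered length gave an exact permutation p = 0.893 (adjusted p = 0.936). For libraries labelled siDDX1 against siScramble, the log2 difference was −0.12 in peak number (two-sided exact permutation p = 0.8) and −0.17 in covered length (p = 0.8, exact). For siEXOSC3 against siScramble it was −0.03 (exact p = 1) and −0.08 (exact p = 0.9). For siEXOSC3 against siDDX1 it was 0.09 (exact p = 0.7) and 0.09 (exact p = 0.8). The adjusted p was 1 for each of these 6 tests, in which no value below 0.1 is possible. Each direction reversed without 1 library. Without siScramble replicate 3 the differences in peak number were 0.0447 for siDDX1 and 0.14 for siEXOSC3 against siScramble, and without siEXOSC3 replicate 3 that for siEXOSC3 against siDDX1 was −0.10. By the peak names, the 3 comparisons are siEXOSC3 against siDDX1, siScramble against siDDX1 and siScramble against siEXOSC3.

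Averaged over the groups, libraries of 1 group shared little more of their peaks with each other than with other groups. The mean Jaccard index was 0.465 within siScramble, 0.444 within siDDX1 and 0.497 within siEXOSC3. The value within siDDX1 lay below the mean between groups. The Jaccard index averaged 0.469 over the 9 pairs within groups and 0.460 over the 27 pairs between groups, a difference of 0.00850 (one-sided exact permutation p = 0.229, adjusted p = 0.595). The result changed when an equal number of peaks was taken from each untreated library, with a difference of 0.0177 (exact permutation p = 0.0393). It also changed without siDDX1 replicate 1, with a difference of 0.0285 (exact permutation p = 0.0286). That library had the highest relative depth of the untreated libraries, 1.85, where the next had 1.03. Whether its depth caused the change was not tested. Without siEXOSC3 replicate 1 the difference was −0.00173, and without siEXOSC3 replicate 2 it was −0.00111. The RNase H libraries had a Jaccard index of 0.270 with each other and of 0.00944 with untreated libraries.

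**Figure D2:**
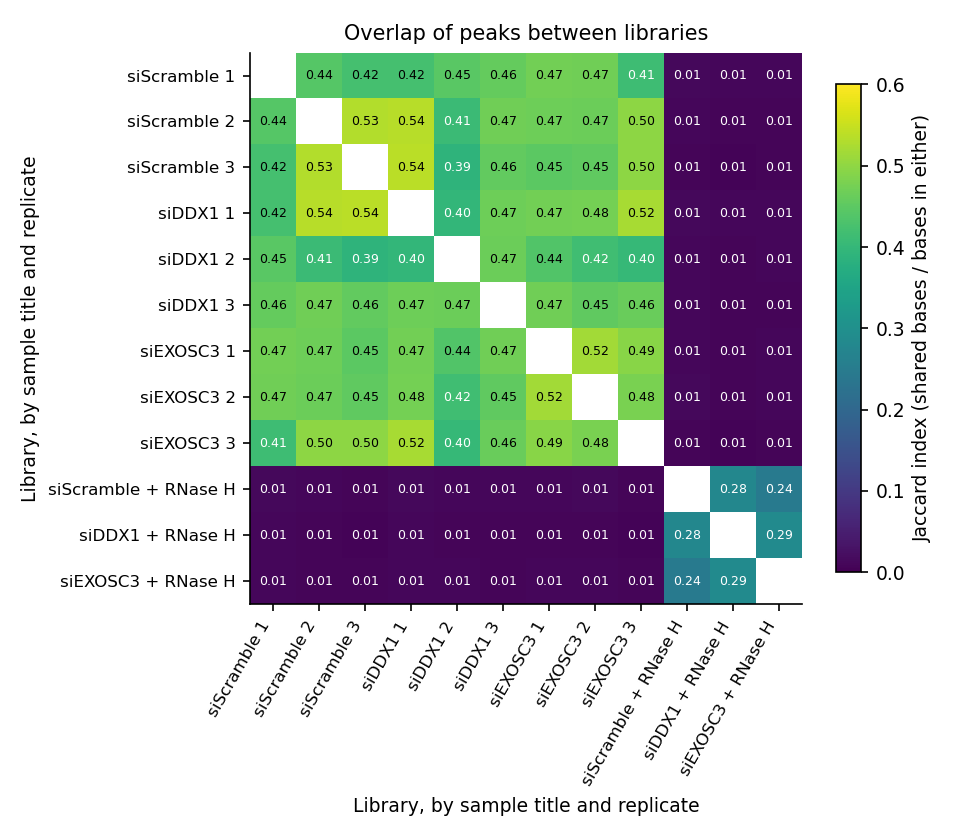
Jaccard index between each pair of the 12 libraries, as a colour and a rounded value, with libraries on both axes by sample title. Untreated libraries share a mean index of 0.469 within groups and 0.460 between groups, and the 3 RNase H libraries form a block of their own with a mean of 0.270.

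The peaks of the 9 untreated libraries merged into 69497 regions with a median width of 517 bases, covering 76.6 Mb. A peak in only 1 of 9 libraries made up 31472 regions (45.3%), and 7460 regions (10.7%) were called in 9 of 9. Regions called in at least 2 of 3 libraries numbered 21205 in siScramble, 18365 in siDDX1 and 19376 in siEXOSC3. Of the 28582 regions called in this way in any group, 12449 (43.6%) were so called in all 3 groups.

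**Figure D3:**
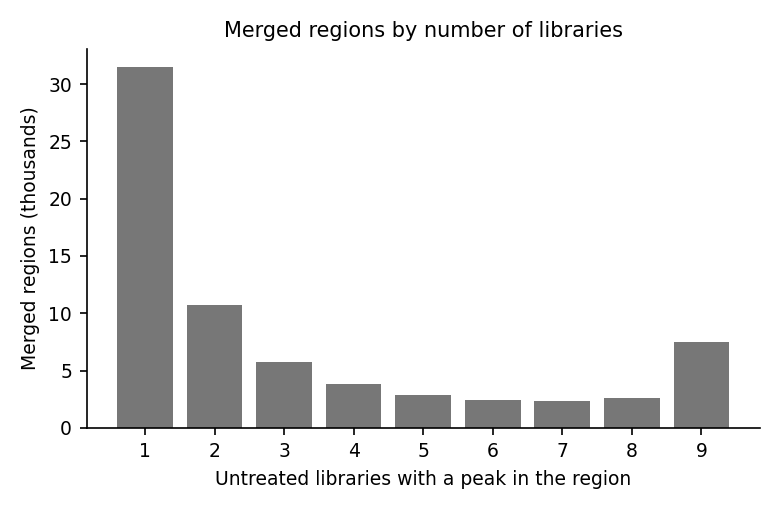
Number of merged regions, in units of 1000, by how many of the 9 untreated libraries have a peak there. The bar for 1 library holds 31472 regions and the bar for 9 libraries holds 7460.

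All-or-none regions addressed which sites were present in 1 group and absent from another. In libraries labelled siDDX1 against siScramble, 139 regions were called in 3 of 3 siDDX1 and 0 of 3 siScramble libraries, and 280 in the opposite direction. For siEXOSC3 against siScramble the counts were 378 and 356, and for siEXOSC3 against siDDX1 they were 352 and 273. Which of the counts was larger changed under some alternatives for both of these pairs. Other divisions of the same libraries into 3 against 3 gave as many, the real division included, in 5 of 10, 2 of 10 and 4 of 10 splits. The count of regions called only in siDDX1 fell to 70 with a −log10 q of at least 5, a threshold chosen for these counts after seeing the data. Leaving out siScramble replicate 1 moved the count called only in siScramble from 280 to 2036, and the 6 counts reached up to 982, 2036, 1227, 2401, 1465 and 1261 with 1 replicate left out, where a rise follows from the relaxed call. By the peak names, the 139 regions would be those called only in siEXOSC3 against siDDX1.

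The study's question of shared change was addressed through regions lost or gained in both knockdowns. By title, 2578 regions were lost in siDDX1, 2971 in siEXOSC3 and 1349 in both, which is 45.4% of those lost in siEXOSC3. Comparisons with the same control libraries share regions by chance, and over all ways to deal out the 9 libraries the median share was 48.5%. As a share of the regions lost in either knockdown it was 32.1%, against a median of 27.2% (one-sided exact permutation p = 0.186). The count of 1349 lay above the median of 723.5 for all choices of 3 control libraries but within their range (one-sided exact permutation p = 0.298, adjusted p = 0.595). By title, 1567 regions were gained in siDDX1, 2191 in siEXOSC3 and 309 in both, or 14.1% of those gained in siEXOSC3, where dealing out the libraries gave a median share of 15.7%. The count of 309 lay below the median of 342.5 (one-sided exact permutation p = 0.537, adjusted p = 0.805). With 1 replicate left out such counts move by construction, down where its group must call the region and up where it must not. Regions lost in both numbered 214 without siScramble replicate 3 and 2155 without siDDX1 replicate 1, and regions gained in both numbered 60 without siDDX1 replicate 1 and 801 without siScramble replicate 3. With siEXOSC3 by title as the reference, which the peak names call siScramble, 1155 regions were called in that group only (exact permutation p = 0.369) and 611 in both other groups and not in it (exact permutation p = 0.207). These counts were 333 without siEXOSC3 replicate 3 and 165 without siScramble replicate 3. With siDDX1 as the reference these counts were 740 (exact permutation p = 0.488) and 454 (exact permutation p = 0.344), and 144 without siDDX1 replicate 1 and 130 without siScramble replicate 3. With an equal number of peaks per library, the counts for siEXOSC3 were 963 (exact permutation p = 0.0119, adjusted p = 0.0714 over 6 tests) and 489 (exact permutation p = 0.0417, adjusted p = 0.125). The first is the smallest p that 84 choices can give, and over the alternatives the exact permutation p of these 2 counts ranged from 0.0119 to 0.407 and from 0.0417 to 0.269.

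The highest-ranked all-or-none regions are given by mm9 position. Called only in siDDX1 against siScramble were chromosome 8, 127965791 to 127967263, in Sipa1l2 and overlapping an exon, and chromosome 19, 10509164 to 10509724, in an intron of Syt7. Each was also called in 2 of 3 siEXOSC3 libraries. Called only in siScramble against both other groups was chromosome 4, 78159147 to 78159638, intergenic and 301 kb from Ptprd. Also called only in siScramble against siDDX1 was an intergenic region 5.59 kb from Pias2, chromosome 18, 77400037 to 77402509, which was called in 3 of 3 siEXOSC3 libraries. Called only in siEXOSC3 against siScramble were chromosome 11, 68933543 to 68938419, over a transcription start at Hes7 and 9130213A22Rik, and chromosome 8, 126133882 to 126134328, over Gm20388 and a 5S ribosomal RNA gene. The former was called in 3 of 3 siDDX1 libraries too, so by title it was gained in both knockdowns, and the latter in 1 of 3. The region over Alk, chromosome 17, 72229134 to 72230772, was called only in siScramble against siEXOSC3, and in 2 of 3 siDDX1 libraries. Called only in siEXOSC3 against siDDX1 were chromosome 8, 86624327 to 86624768, in an intron of Dcaf15, and chromosome 15, 36867530 to 36869803, intergenic and 57.0 kb from Zfp706. Each was also called in 2 of 3 siScramble libraries. In the opposite direction, regions overlapping exons of Serbp1 (chromosome 6, 67220583 to 67222097) and Ranbp2 (chromosome 10, 57940801 to 57943702) were called in 3 of 3 siDDX1 and 3 of 3 siScramble libraries and in no siEXOSC3 library. By the peak names, the last of these groups is siScramble. When peaks up to 1000 bases apart were joined, the regions in Sipa1l2, Syt7, Dcaf15 and Ranbp2 were no longer all-or-none. Peak calls of a single region cannot pass the threshold for p in an exact permutation test of 3 libraries against 3. The smallest possible p there is 0.1. This limit does not hold for the study's test of read counts, which was not repeated here.

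At the genes shown by the study and at the targets of the knockdowns, the bases of the gene covered by peaks were compared across the 3 groups. The study tested read counts in single regions, and at Celf4 it shows regions that changed in opposite directions. Coverage of a whole gene does not test those regions. Ints6 (ENSMUSG00000035161.6, chromosome 14, 63295167 to 63379949, minus strand) had a peak from 63378234 to 63381200 with identical edges in 8 of 9 untreated libraries, spanning its transcription start from a BsrGI cut to a SspI cut. Within the gene 1716 ± 0 bases were covered in siScramble, 1917 ± 349 in siDDX1 and 1716 ± 0 in siEXOSC3 (SD, n = 3 each, exact permutation p = 1). Only siDDX1 replicate 1 differed, with 2320 bases, so all 280 splits give the same F and this p was fixed in advance. Ints6 still counts in the adjustment over 5 genes. Celf4 (ENSMUSG00000024268.8, chromosome 18, 25636133 to 25912484, minus strand) had 10677 ± 6852 covered bases in siScramble, 12633 ± 3827 in siDDX1 and 4635 ± 2962 in siEXOSC3 (SD, n = 3 each, exact permutation p = 0.196, adjusted p = 0.417 over 5 genes). With an equal number of peaks per library, the covered bases of Celf4 were 5466 ± 1941, 9763 ± 761 and 2562 ± 871 (SD, n = 3 each, exact permutation p = 0.00714, adjusted p = 0.0286 over the 4 genes with a varying value), a test chosen after seeing the data. Over the alternatives the exact permutation p of Celf4 ranged from 0.00714 to 0.396, and without siScramble replicate 1 it was 0.0464. Bambi (ENSMUSG00000024232.1, chromosome 18, 3507955 to 3516402, plus strand) had a peak in 1 of 3 siScramble, 0 of 3 siDDX1 and 3 of 3 siEXOSC3 libraries (exact permutation p = 0.0714, adjusted p = 0.357, and exact p = 0.0357 without siEXOSC3 replicate 2). With all libraries kept, the exact permutation p of Bambi ranged from 0.0357 to 0.25 over the alternatives. Covered length did not differ across groups at Ddx1 (exact permutation p = 0.729, adjusted p = 0.911) or at Exosc3 (exact permutation p = 0.25, adjusted p = 0.417, and exact p = 0.0357 without siEXOSC3 replicate 1). No alternative that kept all libraries brought Exosc3 below an exact permutation p = 0.25. No RNase H library had a peak in Celf4, Bambi, Ddx1 or Exosc3. By the peak names, the group with the lowest coverage of Celf4 and a peak in Bambi in 3 of 3 libraries is siScramble.

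**Figure D4:**
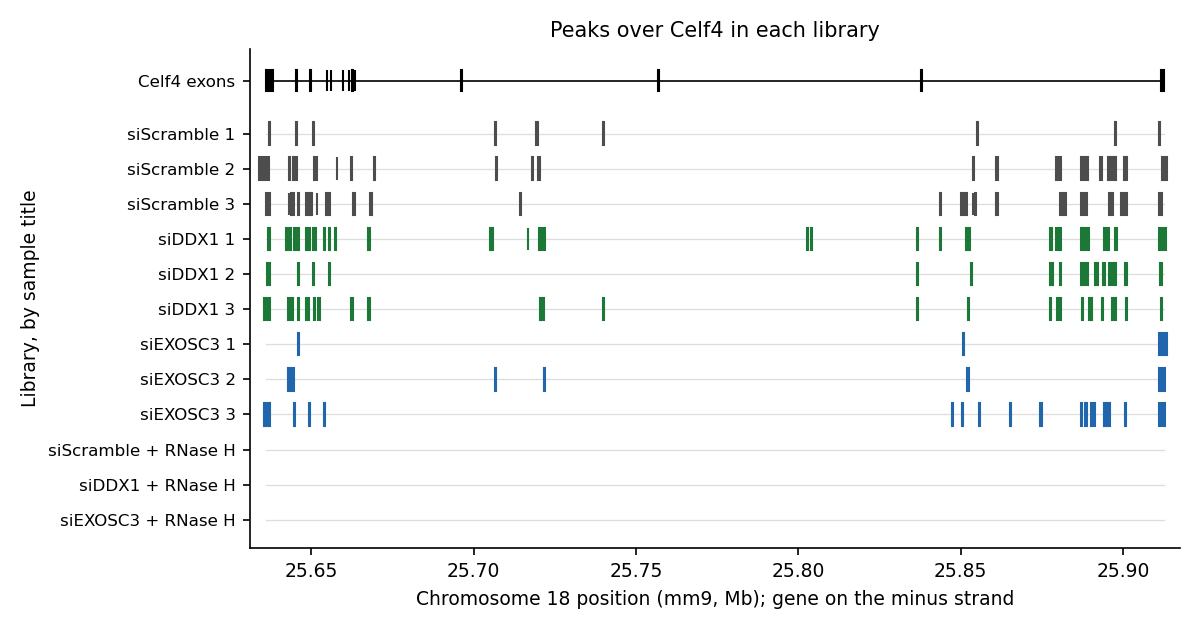
Peaks over Celf4 (mm9, chromosome 18, position in Mb) in each of the 12 libraries by sample title, drawn as boxes to scale below the exons, with colours for the titled groups. Peaks cover 4635 ± 2962 bases in the libraries titled siEXOSC3, whose peak names say siScramble, and no RNase H library has a peak there.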

Values the study reported

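Testing read counts in merged peaks, the study reported 722 regions with more and 935 with fewer R-loops after depletion of EXOSC3. For DDX1 it reported 638 with more and 1058 with fewer. Of the regions changed after EXOSC3 depletion, it found 140 of those with more R-loops (19%) and 425 of those with fewer (45%) to change the same way after DDX1 depletion.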

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

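The −log10 q of at least 5 (except for peak number and the RNase H effect) and the use of restriction fragments were chosen after seeing the data, as were the counts of regions called in both other groups and not in siDDX1 or siEXOSC3, and the testing of the genes and of the shares near transcription starts under any alternative.

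The RNase H effect kept its direction and its side of the threshold under each alternative that applied and in the 9 fits that each left out a replicate. The log2 value for peak number lay between −2.77 and −2.26 across 4 alternatives, and for covered length between −3.83 and −2.72. With 1 replicate left out the values lay from −2.80 to −2.65 and from −3.70 to −3.51 (exact permutation p = 0.0208 in each). Peak number and covered length across the 3 groups stayed above the threshold throughout, with exact permutation p from 0.818 to 1 and from 0.850 to 0.961 under the alternatives, and from 0.421 to 0.968 and from 0.404 to 0.968 with 1 replicate left out. Overlap with RNase H peaks gave exact permutation p from 0.143 to 0.914, and from 0.0929 to 0.468 with 1 replicate left out. A −log10 q of at least 2 removed no peak, so it says nothing about stability. An overlap of at least 50% of the shorter interval cannot change a region call and was run only for overlap with RNase H peaks, with an exact permutation p = 0.229.

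With all libraries kept, only an equal number of peaks (the 23882 with the highest −log10 q) moved results past an unadjusted 0.05. Overlap within minus between groups rose to 0.0177, the regions called in siEXOSC3 only numbered 963 and those in both other groups and not in siEXOSC3 numbered 489, all past an unadjusted 0.05. Regions lost in both knockdowns numbered 730. The cause was not tested. Covered length of Celf4 and Bambi passed an unadjusted 0.05 under the same setting (exact permutation p = 0.00714 and p = 0.0357). Adjusted over the 4 genes with a varying value, these exact permutation p-values were 0.0286 for Celf4 and 0.0714 for Bambi.

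Without peaks that overlap RNase H peaks, overlap within minus between groups was 0.0179 (exact permutation p = 0.0857), a larger value than with an equal number of peaks but not past the threshold. A −log10 q of at least 5 leaves fewer peaks, and the all-or-none counts became 70 for siDDX1 over siScramble, 208 and 207 for siEXOSC3 and siScramble, and 223 and 127 for siEXOSC3 and siDDX1. Under it, 730 regions were lost and 148 gained in both knockdowns, 309 were called in siDDX1 only, 736 in siEXOSC3 only and 318 in both others and not in siEXOSC3. Joining peaks up to 1000 bases apart merges separate regions. It gave 144 regions only in siScramble against siDDX1, 238 and 223 for siEXOSC3 and siScramble, and 222 and 169 for siEXOSC3 and siDDX1, with 808 lost and 194 gained in both, 464 in siDDX1 only, 283 not in siDDX1, 723 in siEXOSC3 only and 400 not in siEXOSC3. An overlap of at least 50% of both intervals gave 87 regions only in siDDX1 and 163 only in siScramble, 247 only in siEXOSC3 against siScramble, 157 only in siDDX1 against siEXOSC3, 150 gained in both, 212 not in siDDX1 and 389 not in siEXOSC3. Removal of peaks that overlap RNase H peaks raised the regions only in siDDX1 against siScramble to 210. The different lists removed from each group can by themselves create such regions. Restriction fragments gave 500 and 803 regions only in siScramble against siDDX1 and against siEXOSC3, and 994 not in siEXOSC3. The causes of the changes under the last 3 settings were not tested. For siEXOSC3 and siScramble, 378 and 356 became 414 and 803 with restriction fragments and 247 and 290 with the 50% overlap of both intervals. For siEXOSC3 and siDDX1, 352 and 273 became 312 and 362 with an equal number of peaks. Under the other alternatives that keep all libraries, the larger count of each pair stayed on the same side.

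Leaving out 1 replicate relaxes an all-or-none call, so these counts rise by construction. Across the 6 fits they ran from 171 to 982 only in siDDX1 and from 327 to 2036 only in siScramble for that pair, from 442 to 1227 only in siEXOSC3 and from 500 to 2401 only in siScramble, and from 401 to 1465 only in siEXOSC3 and from 368 to 1261 only in siDDX1. In the counts that need 2 of 3 libraries, leaving out a library of a group that must call the region lowers the count by construction, and leaving out one of a group that must not call it raises it. Across the 9 fits, regions lost in both ran from 214 to 2155, gained in both from 60 to 801, in siDDX1 only from 144 to 1142, not in siDDX1 from 130 to 2023, in siEXOSC3 only from 333 to 1822 and not in siEXOSC3 from 165 to 1675, with no exact permutation p below 0.0714. Overlap within minus between groups ran from −0.00173 to 0.0285, past the threshold only without siDDX1 replicate 1, the untreated library with the highest relative depth. It was below 0 without siEXOSC3 replicate 1 and also below 0 without siEXOSC3 replicate 2. The log2 differences in peak number ran from −0.37 to 0.0565 for siDDX1 against siScramble, from −0.27 to 0.14 for siEXOSC3 against siScramble and from −0.10 to 0.28 for siEXOSC3 against siDDX1, and those in covered length from −0.46 to 0.0606, from −0.36 to 0.10 and from −0.14 to 0.38. These directions are not stable, and a pair of groups of 3 cannot pass the threshold in the exact permutation test used here.

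Libraries with the same replicate number did not deviate together. The correlations of their calls, as deviations from the group means, lay between −0.0210 and 0.0184 over 9 pairs, against −0.0259 to 0.0335 over 18 pairs with different numbers. With the replicate number as a block, overlap within against between groups gave an exact permutation p = 0.333 over 36 assignments, peak number across groups an exact permutation p = 1, and no call changed. Of 193 values that answer a comparison, 157 were classed as unchanged under the alternatives, 3 became stronger and 33 moved. Values classed as unchanged could still differ in size. Regions called only in siDDX1 against siScramble, 139 in the main analysis, numbered 203 with an equal number of peaks. Overlap within minus between groups went from 0.00850 to 0.0179 without peaks that overlap RNase H peaks, a removal that differs by group. The 157 include 24 values under the −log10 q of at least 2 and 21 under the replicate block, which were bound to stay except for the p-values under the block. They also include 24 under the restriction to chromosomes 1 to 19 and X. That restriction removed at most 3 peaks of chromosome M and 1 of chromosome Y per library, so it could hardly change a value. Of 180 with 1 replicate left out, 106 were classed as unchanged, 1 became stronger, 56 moved and 17 reversed. Of the values for single genes, regions and shares, 89 were recomputed under these alternatives. Of these, 83 were classed as unchanged, 2 became stronger and 4 moved. Of 62 with 1 replicate left out, 59 were classed as unchanged and 3 became stronger. Peak lists limit each of these results, since a region just under the peak caller's threshold counts as absent.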

Other observations

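The tests of depth, of overlap between RNase H libraries, of raised background at their peaks, of fragment ends, of the peak names, of covered length at genes and of regions against 100 splits of the 9 libraries were chosen after the results were seen, as were the higher limit for the chromosomes and the counts of regions called in both other groups and not in siEXOSC3.

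The titles and the peak names assign different treatments in 12 of 12 lists, in 1 fixed rotation. Titles or lists attached in another order may be the cause, and the peak lists hold nothing that tells which of the 2 was moved. The genotype field goes with the titles, and the names of the deposited files go with the peak names. Values at the genes do not settle it either. The study describes R-loops at Bambi as elevated after either depletion. By title, 3 of 3 siEXOSC3 and 0 of 3 siDDX1 libraries had a peak there, against 1 of 3 siScramble libraries. By the names, 3 of 3 siScramble, 0 of 3 siEXOSC3 and 1 of 3 siDDX1 libraries had one. The titles thus give the reported direction for EXOSC3 only and the names for neither depletion, in peak calls at 1 gene. At Celf4 the study describes 2 regions with more and 1 with fewer R-loops, and whole-gene coverage mixes them. By title it was 10677 bases in siScramble, 12633 in siDDX1 and 4635 in siEXOSC3. By the names, 4635 bases belong to siScramble, 10677 to siDDX1 and 12633 to siEXOSC3. Both depletions lie above the control by the names and only siDDX1 by title (exact permutation p = 0.196 across groups). The lowest coverage of Celf4 and the only peaks of Bambi in 3 of 3 libraries belong to the group titled siEXOSC3 and named siScramble. With an equal number of peaks per library this group also held 963 regions of its own, against a median of 586 over all choices of 3 libraries, and lacked 489 regions called in both other groups, against a median of 259. By the titles this would set the EXOSC3 depletion apart, and by the names it would set the control apart from both depletions. After adjustment over 6 tests neither count passed 0.05 (0.0714 and 0.125), and no biological reading can be made while the labels are open.

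Some other divisions of the libraries gave as many all-or-none regions as the real groups, though most gave fewer. For siDDX1 against siScramble 5 of the 10 splits of the 6 libraries, the real one included, gave as many, for siEXOSC3 against siScramble 2 of 10 and for siEXOSC3 against siDDX1 4 of 10, where 10 splits can never give a share under 0.05. Regions called in 3 of 3 libraries of a group and in none of the 6 others numbered 261, and 16 of 100 splits of the 9 libraries into 3 groups, the real one included, gave as many (median 182). These calls of peaks do not separate group differences from differences between single libraries.

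The RNase H libraries had fewer peaks but not less depth. Their lowest relative depth was 1.69, above that of 8 of the 9 untreated libraries, which argues against lower depth as the reason. Removal of hybrids, the purpose of the digest, stays open as the biological explanation, and the design gives it no further test. Between untreated libraries, the order of peak numbers did not follow depth (Spearman rho −0.05, from −0.310 to 0.214 with 1 library left out), which argues against depth as the whole cause of their spread. A contribution of depth to single libraries stays open, above all for siDDX1 replicate 1 with a relative depth of 1.85. Differences in pull-down efficiency were not tested.

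Peaks called in the RNase H libraries lay mostly outside untreated peaks and were not placed at random. Of the peaks of the RNase H library labelled siScramble, 30.8% overlapped a peak of that labelled siDDX1 and 27.3% a peak of that labelled siEXOSC3, and 42.1% of the siDDX1 peaks overlapped a siEXOSC3 peak. The same peaks placed at random on their chromosomes overlapped in 0.231%, 0.229% and 0.261%. Of the peaks of the RNase H libraries labelled siScramble, siDDX1 and siEXOSC3, 21.5%, 29.0% and 34.8% overlapped any untreated peak. Sequence with more copies in the cells than in the reference is a candidate explanation, since it would raise the control background at these peaks. Of the RNase H peaks outside untreated peaks, 63.1%, 66.7% and 63.1% (siScramble, siDDX1 and siEXOSC3) had a background no more than 1.5 times that of the genome, with peaks of unknown background counted as raised. This argues against such sequence as the whole cause, while smaller gains and a part of the peaks stay open. The share of peaks with a background above 1.5 times that of the genome was higher by 0.274 percentage points in RNase H than in untreated libraries. Of 5 limits tried after seeing the data, the next higher gave −4.13 points (lower in 3 of 3 groups) and the highest, 4 times, gave 0.360 points (higher in 3 of 3 groups). The sign depended on the limit, so this test does not tell whether such sequence contributes. No biological explanation was tested.

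Peaks per annotated transcription start ranged from 0.0847 on chromosome X to 0.692 on chromosome 8 and 0.781 on chromosome 15. Copy number of the cell line may contribute. Across the 20 chromosomes, peaks per start rose with the share of peaks whose control background was raised above 1.5 times that of the genome (Spearman rho 0.595, permutation p = 0.00669, and Pearson r 0.806, permutation p = 2e-05). Without chromosomes 8 and 15, r was 0.560 (permutation p = 0.0152) and rho was 0.445 (permutation p = 0.0652), so part of the relation rests on those 2. A second, higher limit chosen afterwards gave a rho of 0.635 (permutation p = 0.00329). Without chromosomes 8 and 15 it gave a rho of 0.498 (permutation p = 0.0378). Chromosomes are not replicates, and copies of a chromosome were not measured apart from this background. The relation says nothing about differences between groups, since the groups come from 1 cell line.

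Fragment ends left by the digest are a candidate explanation for peak edges, of which 31.5% of the left ones lay on an exact cut position in untreated libraries. An edge shifted by 300 bases did so in 0.0986%. At Ints6 the same BsrGI to SspI interval was called in 8 of 9 untreated libraries, so its covered length could hardly change whatever its signal did. Differences in signal inside such fragments would need read counts, which were not used here.

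Of the counts quoted from the study above, regions that differed were defined here by calls of peaks and not by read counts, with groups by title. In siDDX1 against siScramble, 139 all-or-none regions were called only in siDDX1 and 280 only in siScramble. These all-or-none counts are lower than the values quoted from the study above. In siEXOSC3 against siScramble, 378 were called only in siEXOSC3 and 356 only in siScramble. Those are lower than the values quoted from the study above. With calls in at least 2 of 3 libraries against none, 1567 regions were gained and 2578 lost in siDDX1, and 2191 gained and 2971 lost in siEXOSC3. Those are higher than the values quoted from the study above, so the direction depends on the definition. By that looser definition, regions gained and lost in both knockdowns numbered 309 and 1349. Those are higher than the values quoted from the study above. The shares of the siEXOSC3 regions found in both, 14.1% gained and 45.4% lost, lay below the medians of 15.7% and 48.5% over all ways to deal out the libraries. Of the regions lost in either knockdown 32.1% were lost in both, above a median of 27.2% (one-sided exact permutation p = 0.186), and of those gained in either 8.96% were gained in both, below a median of 9.30% (one-sided exact permutation p = 0.523).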
